A study of Mus musculus with 4 samples.

How the data were processed

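The samples were mouse retinal organoids, tissue grown in culture from pluripotent stem cells, after 4 days of differentiation. The 4 libraries comprised 2 of the wild-type Rx:GFP reporter line and 2 of a line with a Mettl3 knockout that, per the labels' protocols, also carried a doxycycline-inducible tagged METTL3. The labels' protocols record no addition of doxycycline. Each library was made by GLORI, per the labels' protocols: poly(A) RNA was fragmented, treated with glyoxal and nitrite so that unmodified adenosine was deaminated and read as G, and sequenced from both ends. N6-methyladenosine (m6A) resists this deamination and is read as A. Groups and replicate numbers came from the sample titles.

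The authors deposited 1 list of called sites per library, and no library was pooled. Per the file headers, each site has the count of reads with A or G and the count of reads with A, and these deposited counts were used as they stood. The deposited fraction of unconverted reads, called the level here, equalled the ratio of those counts to within 0.000005. The authors' p-value and adjusted p-value per site are also in the lists, and the test behind them is not stated. The values themselves show that every listed site had a coverage of at least 15, at least 5 unconverted reads, a level of at least 0.1 and a p of at most 0.004. A site absent from a list was therefore either converted or too thinly covered, and the lists do not tell these apart. Between 28 and 53 entries per list repeated a position and were collapsed. Adapter, molecular identifier and alignment steps are not stated in the labels, so reads were treated as possible PCR copies and all Wilson 95% intervals cover counting error only.

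Per the file headers, the authors also gave each site the coverage signal and the conversion fraction of its gene. In each library 20 or 21 pairs of these values, 1 per chromosome, spanned both strands and the length of the chromosome. They were taken as chromosome-wide values for sites outside transcripts and covered 18.4% to 24.3% of sites. All other pairs were taken as gene values. A gene's coverage and conversion rate were its gene value, and 262 to 310 genes per library with several values were left out, as were values shared by genes. This reading was reached in 4 steps, and each of the 3 changes was made after results had been seen, because single genes had implausible coverages. The first reading used the most frequent pair in a gene, chromosome-wide or not. Chromosome-wide values were then left out, next values shared by genes, and last genes with several values. The counts under each earlier reading are given with the alternatives. Expected coverage and the comparisons of gene coverage and conversion rate below rest on the last reading.

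The genome build is not named in the labels or headers, and coordinates are printed as the lists give them. Only 3.31% of features began within 1000 bases of their start in the GRCm38 gene table, so that table served for gene symbols and biotypes only, and matched 21473 of 29181 features. The feature deposited with each site often did not contain it: 37.9% to 39.0% of sites were inside it. Sites were therefore placed in the same-strand protein-coding feature around them where there was exactly 1, which held for 83.8% of 881997 sites, and otherwise in the same-strand feature of another kind where there was exactly 1. Genes below therefore include pseudogenes and noncoding RNA, except for gene coverage and conversion rate. No genome sequence was used here, so the planned split by the DRACH motif, in which METTL3 writes, was dropped, and each result planned for DRACH sites covers all sites. Coding and untranslated regions were not analysed here, and the deposited intron mark took their place.

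Sites listed in all 4 libraries with a coverage of at least 20 in each were tested with edgeR 4.0.16 in R 4.3.3: a quasi-likelihood test on unconverted and converted counts with a term per library and a genotype term for the unconverted share. Genes were tested in the same way on counts summed over their sites. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Per-library values were compared by a two-sided exact permutation test, which with 2 libraries per group cannot give a p below 0.333. Alternatives were limma 3.58.1 on log2 odds with 0.5 added, a likelihood ratio test, a replicate block and Fisher's exact test on summed counts. Further ones were other minima of coverage and level, a stricter adjusted p of 0.001, thinning to equal median gene coverage and leaving out each library. On simulated counts for 1557 sites with 200 changed, the quasi-likelihood test recovered 142 (71.0%) in the right direction, and 13 of its calls (8.39%) were false, above the nominal 5%.

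These choices, a list of 40 genes and the rule for naming items were fixed before the data were examined. The named sites were the 8 largest falls and 4 largest rises among sites past the threshold with a coverage of at least 50 in every library and no overlap between groups, 1 per gene. The named genes were the 5 with the smallest adjusted p in each direction and those on the list.

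Other measures were chosen after the lists had been seen. The share of sites listed again in another library was taken over sites with a gene value, a coverage of at least 50 and a level of at least 0.3. An expected coverage of at least 50 was required in each of the other libraries, not in the target alone. Genes without a value in any 1 library therefore did not enter. Expected coverage was the site's coverage times the ratio of the gene's coverage in the 2 libraries. Where a site was listed in both, 82.0% to 87.9% of observed coverages lay within a factor of 2 of it. Counts by level at a coverage of at least 100, and a limma test of log2 gene coverage centred on each library's median, were also added then. Scripts ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.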

Results

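The dataset measured m6A at single adenosines in poly(A) RNA of day 4 mouse retinal organoids, 2 libraries of the wild-type Rx:GFP line and 2 of a Mettl3 knockout (KO) line. Rx:GFP carries a green fluorescent reporter of Rax, an early gene of the eye field, and METTL3 is the catalytic subunit of the main m6A methyltransferase of mRNA. The lists held 227298 and 288516 sites in the wild-type libraries and 230299 and 215850 sites in the KO libraries. Median coverage was 39 and 41 reads per listed site in the wild type and 40 and 38 reads in the KO. Because each list is limited to sites with a level of at least 0.1, a level below that could not be seen in any library.

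The targeted gene was examined first. Mettl3 (ENSMUSG00000022160, chromosome 14, 52532298 to 52542585, minus strand) had 18 and 15 listed sites in the wild-type libraries and 20 and 21 in the KO libraries. Its coverage, as a multiple of the library's median gene, was 1.01 and 0.801 in the wild type and 1.16 and 1.04 in the KO. The log2 change was 0.29 ± 0.17 (SE; limma, adjusted p 0.317). Both KO libraries lay above both wild-type libraries, which chance gives in 1 of 6 arrangements, and the change did not pass the threshold. No loss of Mettl3 RNA coverage was detected, and the position of the knockout lesion is not given in the labels. The KO line also carried the inducible tagged METTL3, and the lists do not separate any reads of it from those of Mettl3. This coverage therefore does not decide on loss of the RNA from the targeted gene. One Mettl3 site was listed in both wild-type libraries, at position 52534579 with levels of 0.313 and 0.220, and in neither KO library. It was covered by 16 and 50 reads, and no expected KO coverage could be given. Conversely, 4 Mettl3 sites were shared by the KO libraries.

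The first comparison asked how many sites each genotype carried. Wild-type libraries had 257907 ± 43288 listed sites and KO libraries 223074 ± 10217 (SD, n = 2 each; exact permutation p = 0.667), a ratio of 0.865. Thinning all libraries to the lowest median gene coverage gave a ratio of 0.929. This matched that measure of depth only, not the reads at listed sites. The difference was smaller than the spread between the wild-type libraries. The median level of all listed sites was 0.244 ± 0.00320 in the wild type and 0.223 ± 0.0135 in the KO (SD, n = 2 each; exact permutation p = 0.333, the smallest possible).

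Few sites recurred. Of 881997 sites in any list, 91.9% were in 1 library only and 1690 were in all 4. The wild-type libraries shared 28686 sites, 5.89% of their union. Every other pair of libraries shared 11617 to 13615 sites, 2.60% to 2.74% of the union, the KO pair included with 11878 sites. Across the shared sites, which are not independent replicates, Pearson's r of the levels was 0.788 between the wild-type libraries and 0.663 between the KO libraries, and Spearman's rho was 0.730 and 0.471.

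The genotypes differed most among well covered sites at high levels. With a coverage of at least 100 and a level of at least 0.3, the wild-type libraries listed 4364 and 6245 sites and the KO libraries 1038 and 1298, a ratio of 0.220. At a level of at least 0.5 the counts were 2007 and 2740 against 146 and 212, a ratio of 0.0754. Between levels of 0.7 and 0.9 they were 635 and 917 against 14 and 25. Between 0.1 and 0.2 they were 25692 and 36970 against 25872 and 23605, so that the ranges of the genotypes overlapped there. In each of the bins above 0.2 both KO libraries lay below both wild-type libraries, which chance gives in 1 of 6 arrangements of the libraries. The exact permutation p was 0.333 for the counts at 0.3 and above and at 0.5 and above.

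**Figure D1:**
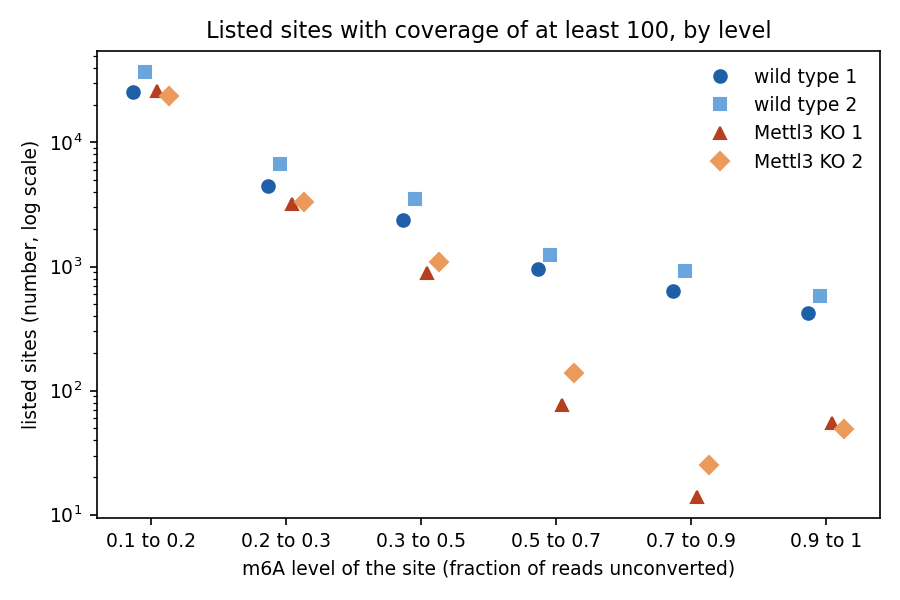
Number of listed sites with a coverage of at least 100 in each library (vertical axis, log scale) by the level of the site (horizontal axis, fraction of reads unconverted); each point is 1 library. Between 0.7 and 0.9 the wild-type points are at 635 and 917 and the KO points at 14 and 25, while between 0.1 and 0.2 the genotypes overlap.

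Whether a site was found again was then compared above a minimum expected coverage. The sites had a level of at least 0.3, a coverage of at least 50 and an expected coverage of at least 50 in each other library. Shares between the wild-type libraries thus also cover only genes with enough expected coverage in the KO libraries. Of 7172 such sites of wild-type replicate 1, 56.9% were listed again in replicate 2 (Wilson 95% interval 55.7% to 58.0%). In the reverse direction 52.8% of 8231 sites were listed again (51.7% to 53.9%). The same wild-type sites were listed again in a KO library in 7.53% to 8.35% of cases. KO sites were listed again in the other KO library in 9.09% of 2530 and 9.79% of 3984 cases, and in a wild-type library in 9.96% to 10.2%. Raising the minimum to 200 reads gave 89.1% and 90.7% between the wild-type libraries and 5.39% to 6.88% from wild type to KO. At that minimum the KO libraries held 23 and 59 such sites, of which 73.9% (interval 53.5% to 87.5%) and 39.0% (interval 27.6% to 51.7%) were listed in the other KO library.

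**Figure D2:**
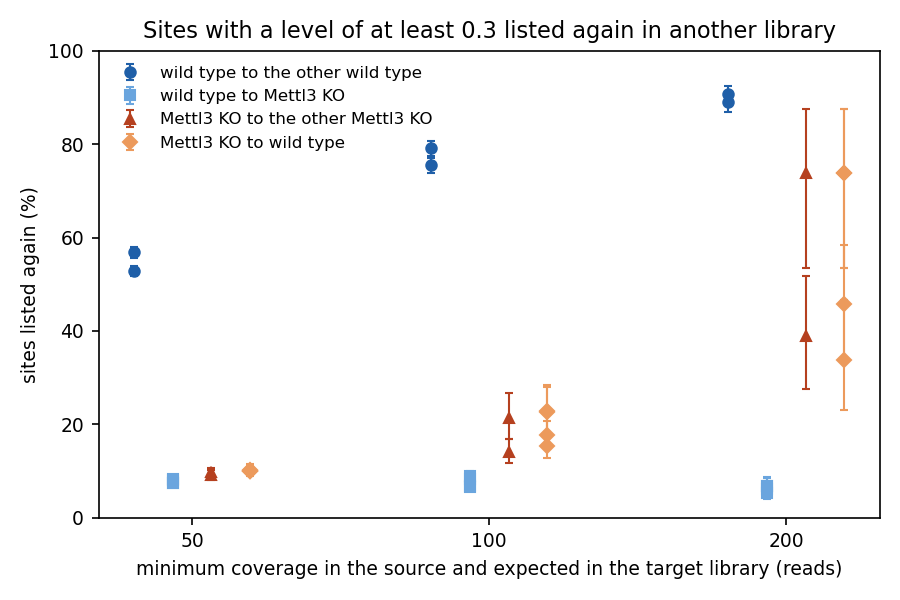
Percent of sites with a level of at least 0.3 that were listed again in another library (vertical axis), by the minimum coverage required in the source library and expected in the target (horizontal axis, reads). Each point is 1 ordered pair of libraries with its Wilson 95% interval. At 200 reads, pairs between the wild-type libraries reach 89.1% and 90.7%, and pairs from wild type to KO lie between 5.39% and 6.88%.

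The planned measure of loss took the sites listed in both wild-type libraries with a coverage of at least 20 in each, in genes with at least 1 site in each KO list. Of 22400 such sites, 18579 were in neither KO list, a share of 82.9% (Wilson 95% interval 82.4% to 83.4%). Limiting this to genes with deep coverage at sites of all 4 lists moved it most, to 61.4% of 3075 sites. As background measured in the same way, 72.0% of 8981 sites shared by the KO libraries were in neither wild-type list. With a level of at least 0.3 and an expected coverage of at least 50, the share was 86.0% of 2867 sites from wild type to KO (84.7% to 87.3%) and 39.4% of 71 sites in the opposite direction (28.9% to 51.1%).

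Levels in both genotypes are known only at sites present in all 4 lists. This set requires a KO level of at least 0.1 and leaves out the 82.9% of shared wild-type sites in neither KO list, so its median change and its share of sites that stay high say nothing about sites that were lost. Over 1557 sites with a coverage of at least 20 in each library, the median level was 0.214 ± 0.00216 in the wild type and 0.207 ± 0.0101 in the KO (SD, n = 2 each; exact permutation p = 0.667). The difference between these medians, -0.00702, was within the spread between the KO libraries, and the median of the changes at single sites was 0. Without KO replicate 1 the difference between the genotypes' medians was 0.00013. Limiting the sites to wild-type levels of at least 0.2 made that difference -0.0458. In edgeR's quasi-likelihood test 41 sites had a lower level in the KO at an adjusted p under 0.05 and 0 had a higher one. At an unadjusted p under 0.05 the counts were 90 lower and 29 higher. Fisher's exact test on summed counts, which ignores the spread between replicates, gave 117 lower and 51 higher. The 41 lower sites had a median level of 0.943 in the wild type and 0.151 in the KO. Of the 1690 sites in all 4 lists 44.7% carried a chromosome-wide value, against 22.6% of sites in 1 library. Of the 291 tested sites with a mean wild-type level of at least 0.5, 219 also had a mean KO level of at least 0.5.

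**Figure D3:**
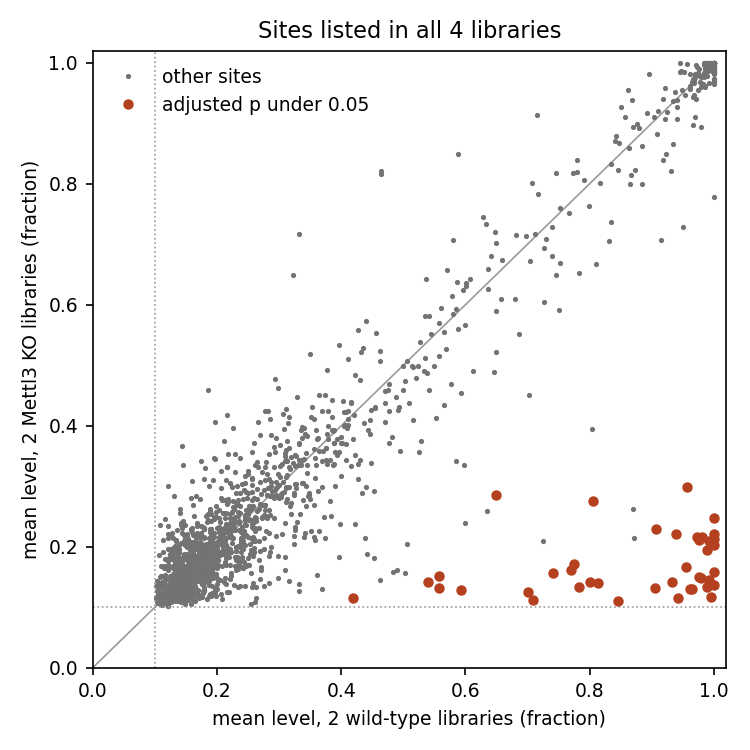
Mean level of each of 1557 sites in the 2 KO libraries (vertical axis, fraction) against the mean in the 2 wild-type libraries (horizontal axis, fraction). Red points are the 41 sites with an adjusted p under 0.05 in edgeR's quasi-likelihood test, dotted lines mark the listing limit of 0.1 and the solid line marks equality; the red points lie below the line and the other points scatter around it.

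The 8 named falls ranged from -0.828 to -0.878 in mean level, and both KO levels were below both wild-type levels at each. In Fzd2 (ENSMUSG00000050288), the site at position 102496378 of chromosome 11, plus strand, lies in a gene that the lists place at 102495222 to 102498884. It carries no intron mark. Its level was 0.995 ± 0.000940 in the wild type at a coverage of 374 and 498 reads, and 0.117 ± 0.0109 in the KO at 666 and 496 reads (SD, n = 2 each; edgeR adjusted p 1.14e-05). In Slc16a1 (ENSMUSG00000032902, chromosome 3, position 104560503, plus strand, marked intronic) the level went from 0.989 ± 0.00874 to 0.134 ± 0.00234 (edgeR adjusted p 6.45e-05). The others were in Klhl25 (chromosome 7, position 75516258), Rab31 (chromosome 17, position 65959091), Kdm2b (chromosome 5, position 123009541), Tmem132a (chromosome 19, position 10835286), Cstf1 (chromosome 2, position 172222769) and Slc35a4 (chromosome 18, position 36815735). Their mean levels were between 0.943 and 1 in the wild type and between 0.115 and 0.158 in the KO, with edgeR adjusted p from 0.000117 to 0.00158. In limma the adjusted p was 0.111 for the Kdm2b site and 0.0575 for the Cstf1 site, above the threshold. The quasi-likelihood test with the replicate block gave 0.00042 and 0.000161, and the likelihood ratio test 1.22e-25 and 2.55e-22. Fisher's exact test, which ignores the spread between replicates, gave 2.90e-77 and 1.20e-191. No site met the rule for rises.

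Counts summed per gene, over the same restricted set of sites, gave a similar split. Of 821 genes tested, 44 had a lower pooled level in the KO and 4 a higher one by edgeR's quasi-likelihood test. In 694 of these genes the sum held 1 site. The smallest adjusted p among lower genes belonged to Fzd2, Slc16a1, Ppp2r2a, Tmem132a and Adgra3, each with 1 site. Adgra3 went from 0.976 ± 0.0168 to 0.211 ± 0.0233 (edgeR adjusted p 3.80e-05) and Ppp2r2a from 0.977 ± 0.00367 to 0.151 ± 0.0480 (SD, n = 2 each; edgeR adjusted p 1.04e-05). Of the 4 higher genes, 3 are given here: Erbb2, Kdelr1 and Vdac2, with edgeR adjusted p from 0.0380 to 0.0460. Erbb2 rested on 27 and 37 reads in the KO. In limma these 3 had adjusted p from 0.152 to 0.267, above the threshold.

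The fixed list of 40 genes was largely outside the pooled test. Only Sfrp1 and Zic2 had a site in all 4 lists, and 0 of the 2 passed the threshold, over all genes or adjusted over the list alone, or an unadjusted p under 0.05. Sfrp1 had a pooled level of 0.179 ± 0.0729 in the wild type and 0.229 ± 0.0398 in the KO. Zic2 had 0.133 ± 0.0248 and 0.162 ± 0.0108 (SD, n = 2 each). Of sites shared by the wild-type libraries, 65 of 77 in the eye field and early neural genes were in neither KO list. The counts were 9 of 11 in the pluripotency and early epiblast genes, 42 of 54 in genes of the m6A machinery and 3 of 3 in the reference gene Actb. Among those with an expected coverage of at least 50 in both KO libraries, the counts were 20 of 28, 2 of 4, 27 of 34 and 3 of 3. Otx2, Esrrb and Tbx3 were not analysed here.

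Sites of Rax and Sox2, chosen after their values were seen, show the difference that coverage makes. Rax (ENSMUSG00000024518, chromosome 18, 66061348 to 66072858, minus strand) had 20 and 35 listed sites in the wild type and 0 and 0 in the KO. With no Rax site in a KO list, Rax has no KO coverage value, so loss of m6A could not be distinguished from loss of coverage. Its highest shared site, at position 66072024, had levels of 0.590 and 0.495 at 293 and 378 reads. Sox2 (ENSMUSG00000074637, chromosome 3, 34704554 to 34706610, plus strand) had KO coverage, although lower. It was 12.1 and 12.6 times the library's median gene in the wild type and 7.99 and 6.35 times in the KO. Of the 5 shared Sox2 sites, none in a KO list, the highest at position 34706135 had levels of 0.309 and 0.258 in the wild type at 269 and 275 reads. At least 162 and 112 reads were expected there in the KO.

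Gene coverage of the listed genes was examined because it sets which sites can be seen. Six3 coverage was 16.3 and 17.6 times the library's median gene in the wild type and 1.80 and 2.45 times in the KO. Its log2 change was -3.01 ± 0.20 (SE; limma adjusted p 9.19e-06). Lhx2 coverage was 4.26 and 4.61 times the median in the wild type and 0.636 and 0.628 times in the KO. Its log2 change was -2.81 ± 0.16 (SE; limma adjusted p 2.20e-06). Of the 11 eye field and early neural genes with coverage in all libraries, 7 passed the threshold over all genes and 7 adjusted over the list alone, each of them lower. Of 5 pluripotency and early epiblast genes, 3 passed over all genes and 5 adjusted over the list alone, again lower. The reference genes were lower as well, without passing the threshold: Actb changed by -0.64 ± 0.21 (SE; limma adjusted p 0.0957) and Gapdh by -0.25 ± 0.19 (SE; limma adjusted p 0.490). Of 12 genes of the m6A machinery, 3 passed over all genes and 5 adjusted over the list alone, and all 12 were higher. Without centring of the libraries, which shifted every log2 change by -0.11, 9 of these 12 were higher.

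**Figure D4:**
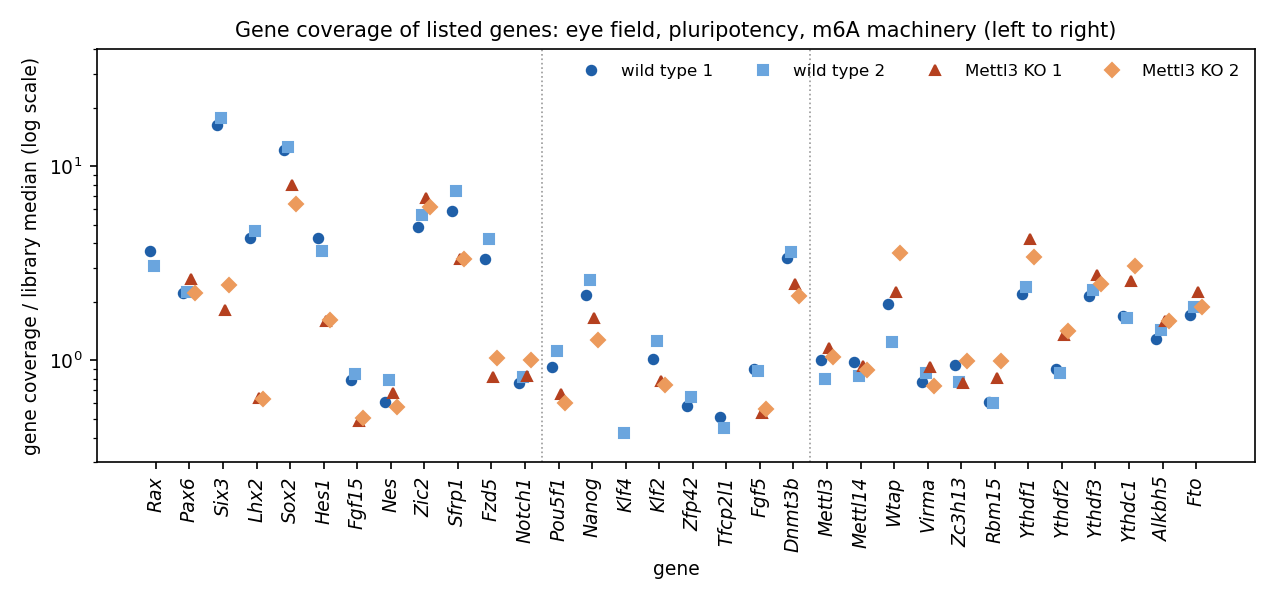
Gene coverage divided by the library's median gene (vertical axis, log scale) for each gene of the fixed list with a value in at least 1 library, in the order eye field and early neural, pluripotency and early epiblast, and m6A machinery; each point is 1 library. Six3 falls from 16.3 and 17.6 in the wild type to 1.80 and 2.45 in the KO, and a missing point means that no site of the gene gave a value in that list.

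By region, sites with the intron mark had a median level of 0.225 ± 0.00407 in the wild type and 0.217 ± 0.0153 in the KO. Sites without it had 0.208 ± 0.000643 and 0.202 ± 0.00827 (SD, n = 2 each). Neither difference exceeded the spread between replicates (exact permutation p = 0.667 for both). The mark was present at 44.7% to 44.9% of the sites in each library. Sites with a gene value and sites with a chromosome-wide value carried it about equally often, so how well it separates introns from exons is not known.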

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

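The gene coverage and the conversion rate deposited with each site were used above for expected coverage and for 1 alternative of the level, and were not themselves the measurement of m6A. Both differed between genotypes. All tests of these results were chosen, or revised into their present form, after a result had been seen: earlier forms of the tests of depth, chemistry and counted m6A positions were run under readings of the gene values that were then replaced.

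In limma's test of gene coverage, 252 genes were higher and 281 lower in the KO at an adjusted p under 0.05, of 8283 genes with a value in all 4 lists. The readings of the gene values before it gave 34 and 16, then 196 and 227, then 193 and 217. Genes without a listed site in 1 of the groups, such as Rax, could not enter. Chosen after their values were seen, the smallest adjusted p among higher genes belonged to Mab21l2, Cited2 and Wnt1, with log2 changes of 2.92 ± 0.17, 2.24 ± 0.19 and 2.16 ± 0.21. Among lower genes it belonged to Lhx2, Six3 and Snn, with -2.81 ± 0.16, -3.01 ± 0.20 and -2.23 ± 0.16 (SE). Both KO libraries lay on the same side of both wild-type libraries in each of these genes. A difference in depth between whole libraries is argued against by the fixed lists. After centring, the median log2 change of the eye field list was -0.79, below all 10000 random lists of like coverage, whose middle 95% ran from -0.33 to 0.19. The pluripotency list was also lower, at -0.68 (percentile 0.09), and the m6A machinery list higher, at 0.26 (percentile 99.6). A change in the cells of the organoids with genotype, a difference between the 2 cell lines that does not involve METTL3, and differences between batches of organoids may each produce such a pattern. They were not tested, since each line gave 2 libraries and the labels record no batch. The fall of the pluripotency list is not shown to be specific to it, since the reference gene Actb fell by a similar amount, -0.64 ± 0.21 (SE; limma adjusted p 0.0957).

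The median conversion rate of genes, the share of adenosine read as G, was 0.757 percentage points higher in the KO. It was 96.1% and 96.2% in the wild type and 97.2% and 96.6% in the KO (exact permutation p = 0.333, the smallest possible), and the KO libraries differed from each other by much of that amount. Genes with no site shared by the wild-type libraries rose by 0.678 percentage points, which more complete chemistry in the KO libraries would give. Genes with 3 or more shared sites rose by 0.807, an excess of 0.129 percentage points. This excess decides nothing, because genes picked for unconverted positions in the wild type have a lower wild-type rate by that choice. With genes picked by sites shared by the KO libraries, the difference had the opposite sign, -0.0842. A loss of counted m6A positions and chemistry as the only cause both stay open.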

How the results depend on the processing

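The ratio of listed sites, 0.865, stayed within its spread under the 4 alternatives fixed beforehand and from 0.773 to 0.981 across the 4 values that each left out one library. Over sites with a coverage of at least 100 and a level of at least 0.3, an alternative chosen after seeing the data, it was 0.220. The difference between the genotypes' median levels at sites of all 4 lists, -0.00702, moved to -0.0458 at wild-type levels of at least 0.2, a choice on the wild type that by itself favours falls. As a difference of mean levels it was -0.0208. The means were 0.332 and 0.331 in the wild type and 0.305 and 0.316 in the KO (exact permutation p = 0.333, the smallest possible). By this measure both KO libraries lay below both wild-type libraries. The difference between the medians ran from -0.0142 to 0.00013 across the 4 values that each left out one library, so its sign rested on KO replicate 1. At wild-type levels of at least 0.2 the difference between the medians was -0.0484 with the intron mark and -0.0456 without. Under the other settings both moved by less than their spread. The cause was not tested.

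Among single sites, 41 lower became 117 under Fisher's exact test and stayed between 30 and 57 elsewhere. The count of 0 higher became 1 in limma, 11 in the likelihood ratio test, 51 in Fisher's exact test and 1 at wild-type levels of at least 0.2. Fisher's exact test also gave the most false calls on simulated counts, 210. Among genes, 44 lower stayed between 30 and 51 except that 0 of 27 genes passed with at least 3 sites. The 4 higher became 2 at a coverage of at least 50, 0 at the stricter adjusted p, 1 in limma, 7 in the likelihood ratio test and 0 with at least 3 sites, where few genes were left to test. The 0 genes of the fixed list past the threshold stayed at 0 under the 6 alternatives. Counts of calls were not recomputed without single libraries, since an arm would be left with 1.

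Replicate numbers were shared between genotypes, but deviations of same-numbered libraries had a correlation across sites of 0.0587, with 2 pairs only, and the labels name no shared batch. With the replicate block, 51 sites were lower and 4 higher, 50 genes were lower and 12 higher, and 330 genes had higher and 341 lower coverage.

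The share of wild-type sites missing from both KO lists, 82.9%, was 80.5% at a coverage of at least 50, 61.4% in genes deeply covered at sites of all 4 lists and 85.5% at a level of at least 0.3. The second setting keeps genes that have a site in every list, which by construction lowers the share. Alternatives chosen after seeing the data gave 81.1% at an expected coverage of at least 50, 86.0% with a level of at least 0.3 as well and 83.6% at sites with a gene value. Requiring 1 KO or 1 wild-type list in place of both gave from 89.2% to 90.8% across the 4 values that each left out one library.

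Sites listed again, all added after seeing the data, depended on depth and level. Between the wild-type libraries the mean of 54.8% became 77.3% and 89.9% at 100 and 200 reads, and 21.4%, 40.1% and 68.5% at levels of at least 0.1, 0.2 and 0.5. From wild type to KO it was 7.86%, then 6.29% at 200 reads and 8.88% at a level of at least 0.5. Between the KO libraries 9.44% became 17.8% and 56.4% at 100 and 200 reads, 8.30% at a level of at least 0.1 and 8.23% at 0.5. From KO to wild type 10.0% became 19.7% and 56.9%, and 8.47% and 8.73%.

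Of the added tests of gene coverage, 252 higher and 281 lower became 73 and 200 without centring of the libraries, of which 70 and 171 were the same genes. The reading of gene values was changed 3 times after results were seen. The first, which let chromosome-wide values stand for genes, gave 34 and 16, of which 3 and 9 were the same genes. Leaving those values out gave 196 and 227, and leaving out values shared by genes as well gave 193 and 217, of which 186 and 208 were the same genes. The last change, leaving out genes with several values, thus raised both counts. The eye field list had a median log2 change of -0.90 without centring and -0.81 under the first reading, and from -0.96 to -0.75 across the 4 values that each left out one library. The m6A machinery list had 0.15 without centring.

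The DRACH results and the split by coding and untranslated region were not run, because no genome sequence or annotation of the same build was used here. Depth limits the rest: 58.0% to 62.9% of listed sites had fewer than 50 reads, where sites were rarely listed again.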

Other observations

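All tests in this part were chosen, or revised into their present form, after a result had been seen, except those of METTL16 and of opposite strand reads as a partial source.

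While 91.9% of all sites appeared in 1 library, depth does not account for how few well covered sites at high levels were listed again. Sites of wild-type replicate 1 with a level of at least 0.3 and an expected coverage of at least 50 were listed in replicate 2 in 56.9% of cases, while a binomial draw at the same level predicted 99.9998%, which argues against counting noise as the whole cause. All sites of replicate 2 with a gene value and an expected coverage of at least 15 in each other library were also taken. Of these, 12.8% were listed in replicate 1 where counting predicted 84.0%. This gap does not decide on counting noise. The prediction takes the level of sites picked for passing the listing limits as their true level. Amplified copies of few unconverted molecules are a candidate source. Neighbouring sites within 10 nt would then share their reads and so their counts. At matched counts, 22.4% of 17491 neighbouring pairs of 1-library sites in wild-type replicate 1 had equal unconverted counts, against 6.07% (25 of 412; Wilson interval 4.14% to 8.80%) of pairs at sites of both wild-type libraries. In replicate 2 it was 20.0% against 7.76%. Separate molecules that each stayed unconverted over adjacent bases may give the same pattern, and the lists do not distinguish the 2. No biological explanation was tested.

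Sites found in both wild-type lists and in neither KO list are the pattern that loss of METTL3 would give, and 2 technical causes were weighed. Lower KO coverage is argued against by sites listed again at an expected coverage of at least 50. The mean was 7.86% in the KO libraries against 54.8% in the other wild-type library. More complete conversion is argued against by level: among sites at 0.5 or above in both wild-type libraries with an expected coverage of at least 50, 82.9% of 1544 were in neither KO list, while the median conversion rates of the genotypes differed by 0.757 percentage points. As a hypothesis, most repeatable wild-type sites at high levels depend on METTL3 in these cells. The share missing rose from 75.7% at wild-type levels of 0.1 to 0.2 to 90.1% at 0.5 to 0.7. It fell to 68.8% at 0.9 to 1. The highest levels thus include more sites still listed in a KO library, which does not mean an unchanged level. The 41 sites called lower were still listed, with a median level of 0.943 in the wild type and 0.151 in the KO.

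Sites that remained at a level of at least 0.5 in all 4 libraries numbered 258, and 216 of them (83.7%) lay in no single protein-coding gene of their strand, against 3714 of 23472 sites in both wild-type lists only. Reads of transcripts from the opposite strand, in which the position is not an adenosine, may explain part: 19.0% of remaining sites lay only in features of the opposite strand (interval 14.7% to 24.2%), against 1.30% of wild-type-only sites. The 29.1% inside a feature of their own strand do not decide on this as the only source. An opposite-strand feature may also cover them, which was not examined. N6,2'-O-dimethyladenosine is made next to the cap by another enzyme, and it was tested at that place only. As the main source of remaining sites in genes it is argued against by position at annotated gene starts only. Of 42 remaining sites in protein-coding genes, 1 (2.38%, interval 0.422% to 12.3%) was within 50 nt of the gene start. Of wild-type-only sites it was 17 of 19758, a smaller share. In genes of any kind it was 6 of 74 remaining sites, against 35 of 20648 wild-type-only sites. Of these 6, 4 were in small nuclear RNA genes, each 29 nt from the start. The test does not decide on this modification away from the cap, so these 4 stay unexplained. Starts inside a gene were not examined, so a source at such starts, or of few sites, stays open.

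For the sites that remained, another explanation tested was METTL16, an enzyme known to methylate hairpins of Mat2a mRNA. Of 9 Mat2a sites in both wild-type lists, 6 were in both KO lists, and 4 were at 0.5 or above in all libraries. At position 72409936 of chromosome 6, minus strand, the level was 0.575 and 0.548 in the wild type and 0.583 and 0.608 in the KO, at 324 to 608 reads. At position 72410270 it was 0.666 and 0.765 against 0.863 and 0.966, and at position 72410155 0.643 and 0.720 against 0.717 and 0.714. Among 1706 genes with at least 5 shared wild-type sites, Mat2a had the highest share in both KO lists (66.7%). The mean share was 3.82%, and 1355 genes had 0. Mat2a is deeply covered, but of sites with at least 300 reads expected in each KO library 14.6% of 1196 were in both KO lists. Whether these positions match the hairpins was not tested, as no sequence was used here.

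Sites with a level of at least 0.99 made up 2.80% to 4.19% of each list. Such sites lay only in opposite-strand features in 3.87% of cases as a mean over libraries, against 1.30% at lower levels, so opposite strand reads may add to them. The 78.3% inside a feature of their own strand do not decide on this as the only source. Whether an opposite-strand feature also covered those sites was not examined. Below 50 reads, with at least 20 expected elsewhere, 27.2% and 19.5% of such wild-type sites were listed in the other wild-type library and 3.88% to 9.25% in a KO library. For KO sites the share in the other KO library was 0.291% and 3.25%.

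The deposited intron mark may not separate introns from exons. It was on 45.1% of sites with a gene value and 43.3% of sites with a chromosome-wide value, although the latter were taken to lie outside transcripts. It was also on 45.5% of sites in the wild-type lists only and 44.6% of sites in all 4 lists. Yet it was on 0 of 63 sites of Sox2 and 0 of 85 sites of Fzd2, and neighbouring sites within 10 nt had the same mark in 99.8% of cases, so it is not assigned at random. What the gene value covers is not stated, which limits this reading.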
